A study of Homo sapiens with 4 samples. Its data were reported in "Deacetylation induced nuclear condensation of HP1γ promotes multiple myeloma drug resistance" (2023).

How the data were processed

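RNA-seq libraries of LP-1 multiple myeloma cells were analysed from the tables that the authors deposited. Cells had been infected with a CBX3 (HP1γ) construct or an empty vector, and libraries were made from oligo-dT selected RNA. Samples were grouped by their titles into 2 groups of 2 libraries. Per the submitters' processing notes, the tools were FastQC 0.11.8, Salmon 0.8.0 and DESeq2, with the GRCh38 build. The annotation release and the DESeq2 version are not given in the sources used here. The study's methods section describes another sequencing platform and an assembly into unigenes, which does not match these notes or the table, so the notes and the table were followed.

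The deposited expected counts were estimated counts per gene, not scaled between libraries. Of the values above 0, 33.1% were not exactly whole as deposited, with no tolerance, and all were rounded to whole numbers. The deposited TPM values were scaled by transcript length and to a fixed total within each library by the authors. The deposited fold change ratios, log2 fold changes and p-values were the authors' own DESeq2 comparison, used only for description. The table held 58884 genes, of which 31188 had no count in any library. Date-like symbols made by spreadsheet software were found for 27 genes and were restored through the gene identifier. Of the identifiers, 99.5% were found in the GENCODE annotation of the same build, from which positions, biotypes and transcript GC content were taken.

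Counts were tested with edgeR 4.0.16 in R 4.3.3, using TMM factors, the filterByExpr filter, robust quasi-likelihood fits with the group as the only term, and Benjamini-Hochberg adjustment at 0.05. A second count also required a fold change of 2, the threshold that the calls in the authors' deposited table follow. Standard errors were the size of the log2 fold change divided by the square root of the F statistic. CPM values used TMM-scaled library sizes. With 2 libraries against 2, an exact two-sided permutation test cannot give a p under 0.333, so single values were tested only in models fitted across genes. The vector libraries differed by more than sampling noise (chi-square per degree of freedom 2.75, and 52.2 for the HP1γ-OE libraries), and each library was counted as 1 replicate.

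Before the data were examined, 32 gene lists were fixed, of which 31 had at least 5 tested genes. They were tested with camera in limma 3.58.1 with a preset inter-gene correlation of 0.01, on log2 CPM with a prior count of 2. No call on the 31 lists held with an estimated correlation. That loss does not show that correlation between genes removed the calls. The replication list lost its call with an estimate of -0.013, below the preset 0.01. With 2 residual degrees of freedom in the fit, this setting cannot decide the question. In addition fry was run, which tests whether a list's genes move on balance one way and does not compare them with other genes. KEGG and GO terms of the deposited annotation with 10 to 500 tested members were tested with one-sided Fisher's exact tests against tested genes that had an annotation of that kind. Named genes followed a rule fixed at the same time. It takes genes the study names, the 10 largest changes in each direction among genes past the FDR with non-overlapping groups and at least 10 CPM in a group, and up to 3 called members per list and direction with the smallest FDR. Values of some genes that the rule takes are not reported here.

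Alternatives fixed at that time were DESeq2 1.42.0 size factors, library totals, upper-quartile factors, the DESeq2 Wald test, limma-trend on log2(TPM + 1) for genes with at least 1 TPM in 2 libraries, no filter, a filter of 1 CPM in 2 libraries, the replicate number as a block, leaving out each library, glmTreat against a fold change of 1.2, and lists limited to genes with a mean of 10 CPM. The pseudocount of 1 makes fold changes of low genes smaller on the TPM scale. Added after the data were seen were offsets for gene length and GC content (natural splines with 5 degrees of freedom per library), leaving out mitochondrial genes, lists limited to protein-coding genes, a heterochromatin list without CBX3, and 2 further gene lists. Values relative to all genes are the value minus the median log2 fold change of all genes tested under the same setting. Where 1 library was left out, the lone library of its group was assumed to vary like the other group. Tables and plots were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

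The pipeline was tested on simulated counts with the mean levels, dispersions and library sizes of these data. Among 15325 simulated genes, edgeR recovered 16.4% of genes changed by 1.5-fold, 70.1% of genes changed by 2-fold and 98.5% of genes changed by 4-fold, with 16 unchanged genes called. With no gene changed, 0 of 15326 were called. Few genes were changed at each fold (67, 67 and 66 in that order). These rates hold for the simulated counts only. They do not measure error control or power in the data, where the spread within the 2 groups was uneven.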

Results

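Messenger RNA was profiled in LP-1 cells, a human multiple myeloma line, to ask which genes change when HP1γ is overexpressed. HP1γ is a chromatin-binding protein encoded by CBX3. There were 2 groups of 2 libraries each, cells carrying an empty vector (vector) and cells carrying the CBX3 construct (HP1γ-OE). The total of estimated counts was 17539192 in vector replicate 1, 19973147 in vector replicate 2, 24949146 in HP1γ-OE replicate 1 and 19579176 in HP1γ-OE replicate 2. The labels do not say that the replicates came from separate cultures, so p-values here measure only the spread between these libraries. That spread was uneven, with a biological coefficient of variation of 0.0401 between the vector libraries and 0.212 between the HP1γ-OE libraries. With 1 library left out, the spread rests on the pair that stays whole. Calls gained without an HP1γ-OE library, or lost without a vector library, therefore also reflect which pair sets the spread. Messenger RNA of the mitochondrial genome took 3.59% and 3.48% of counts in vector replicates 1 and 2, and 7.47% and 5.71% in HP1γ-OE replicates 1 and 2.

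CBX3 itself rose in the HP1γ-OE cells, from 270.4 ± 7.23 to 690.4 ± 19.2 normalised CPM (counts relative to scaled library size, mean ± SD, n = 2). Its log2 fold change was 1.35 (SE 0.13), with an adjusted p of 0.00263 in edgeR's quasi-likelihood test. CBX3 (ENSG00000122565) lies on chromosome 7 from 26201162 to 26213356 in GRCh38, and its count sums the annotated transcripts of the gene. CBX5, which encodes HP1α, fell by 1.13 on the log2 scale (SE 0.24, edgeR adjusted p = 0.0162), with HP1γ-OE libraries at 237 ± 82.9 CPM (SD, n = 2). CBX5 was -0.80 without HP1γ-OE replicate 1 and -1.46 without HP1γ-OE replicate 2, so its size depends on the library. Relative to the median of all tested genes it was -1.08 here and -1.10 with length and GC offsets. CBX1, which encodes HP1β, did not pass the threshold (log2 fold change 0.31, SE 0.13). CBX1 passed with length and GC offsets (0.52). It was 0.33 without HP1γ-OE replicate 1 and 0.38 without HP1γ-OE replicate 2. Some settings moved the median log2 fold change of all tested genes, which was -0.045 here, -0.29 with library totals, -0.15 with upper-quartile factors, -0.41 on the TPM scale and 0.097 with length and GC offsets. Relative to that median CBX1 was 0.35 here, 0.20 on the TPM scale and 0.42 with the offsets.

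FOS, JUN and CD40 were examined by the study as HP1γ targets linked to drug response. FOS, a subunit of the AP-1 transcription factor on chromosome 14 (75278774 to 75282230), rose from 6.10 ± 1.12 to 15.3 ± 0.750 CPM (SD, n = 2). The log2 fold change of FOS was 1.33 (SE 0.19), with an edgeR adjusted p of 0.00558, and on the TPM scale it was 0.51, or 0.92 relative to all genes, and did not pass (limma adjusted p = 0.111). JUN, its AP-1 partner on chromosome 1 (58780788 to 58784327), measured 132 ± 6.90 CPM in vector and 148 ± 20.8 CPM in HP1γ-OE cells (SD, n = 2), a difference that did not pass (log2 fold change 0.17, SE 0.15, edgeR adjusted p = 0.415). Without HP1γ-OE replicate 2 JUN was 0.38, in a fit whose spread rests on the vector pair alone. Relative to all genes JUN was 0.21 here, 0.21 with library totals and 0.082 on the TPM scale. CD40, a receptor of the tumour necrosis factor receptor family on chromosome 20 (46118272 to 46129863), fell from 21.9 ± 3.27 to 11.9 ± 1.12 CPM (SD, n = 2). Its log2 fold change was -0.88 (SE 0.18), with an edgeR adjusted p of 0.0126, and without vector replicate 1 it was -0.71 and no longer passed (adjusted p = 0.133). Because the study chose these 3 genes partly on these libraries, the list is not independent evidence of a direction. Of its members, 1 rose and 1 fell.

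**Figure D1:**
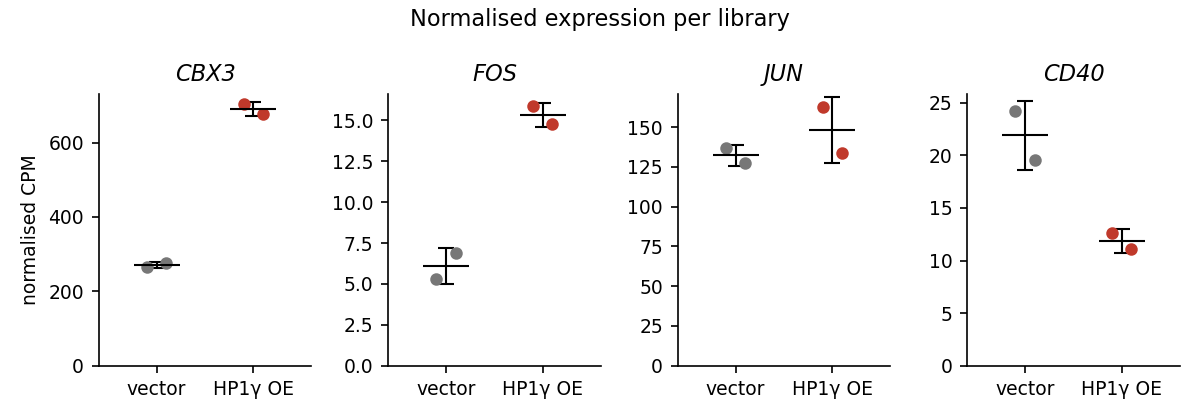
Normalised CPM (vertical axis, starting at 0) of CBX3, FOS, JUN and CD40 in the 2 vector and 2 HP1γ-OE libraries, with points for libraries and bars for the mean ± SD. CBX3 and FOS lie higher and CD40 lower in both HP1γ-OE libraries, while JUN did not pass the test.

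Other genes that the study names as HP1γ partners or repair factors went different ways. TRIM28, a corepressor that recruits HP1 proteins, rose by a log2 fold change of 1.06 (SE 0.17), with an edgeR adjusted p of 0.00664. ATM, a kinase that signals DNA breaks, fell by 1.29 on the log2 scale (SE 0.26, edgeR adjusted p = 0.0136). With length and GC offsets ATM was -0.74, which is -0.84 relative to all genes, against -1.24 here. It was -0.93 without HP1γ-OE replicate 1 and -1.66 without HP1γ-OE replicate 2. HDAC1, a histone deacetylase, passed at 0.51 (SE 0.13), with an edgeR adjusted p of 0.0283. HDAC1 did not pass with library totals (0.26), with upper-quartile factors (0.40), without vector replicate 1 (0.48) or without vector replicate 2 (0.55), nor on the TPM scale. HDAC1 relative to all genes was 0.55 here, 0.55 with library totals, 0.56 with upper-quartile factors and 0.37 on the TPM scale. HDAC2 (0.39), MDC1 (0.25), NBN (0.42) and TOPBP1 (-0.027) did not pass. All 4 passed with length and GC offsets, at 0.83 for HDAC2, 0.48 for MDC1, 0.70 for NBN and 0.20 for TOPBP1 relative to all genes. On the TPM scale none of the 4 passed, at 0.29, 0.29, 0.29 and -0.10 relative to all genes in that order. HDAC2 also passed with DESeq2 size factors (0.43) and in the DESeq2 test (0.43), and NBN with no filter (0.44). Without HP1γ-OE replicate 1 the log2 fold changes were 0.36 for HDAC2, 0.40 for MDC1, 0.65 for NBN and 0.26 for TOPBP1. Without HP1γ-OE replicate 2 they were 0.52, 0.19, 0.25 and -0.29 in that order. Both fits take their spread from the vector pair alone, so passing the threshold there is not evidence for these genes.

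Of 15746 genes tested, 5956 differed between the groups at an FDR of 0.05 in edgeR's quasi-likelihood test. Of these, 2969 were higher and 2987 lower in HP1γ-OE cells. With a change of at least 2-fold as well, 2844 genes remained, 1110 higher and 1734 lower. The balance between directions moved with the scaling. The share of called genes that were higher was 49.8% here, 28.9% with library totals, 38.2% with upper-quartile factors and 18.2% on the TPM scale. The number past the FDR was 2676 without vector replicate 1, 2432 without vector replicate 2, 9598 without HP1γ-OE replicate 1 and 10868 without HP1γ-OE replicate 2. In the gene lists, whose numbers follow in the order higher and lower, no list had more called members without either vector library, or fewer without either HP1γ-OE library, than with all libraries.

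The largest increases included genes of cell division. CDC20, which activates the anaphase-promoting complex, rose from 17.6 ± 0.684 to 137 ± 22.3 CPM (SD, n = 2), a log2 fold change of 2.97 (SE 0.17). PLK1, a mitotic kinase, rose by 2.77 (SE 0.16), and PIF1, a DNA helicase, by 3.29 (SE 0.22). The chemokine CXCL10 rose by 3.06, the sodium channel subunit SCNN1G by 3.36, the crystallin CRYBB1 by 3.11, the transcriptional regulator HES6 by 2.75 and the gap junction protein GJA1 by 2.75. The pseudogene UNC93B6 (3.52) and the readthrough locus NME1-NME2 (2.88) share sequence with other genes, so their counts are uncertain. NME1-NME2 did not pass without HP1γ-OE replicate 1 (2.56) or without HP1γ-OE replicate 2 (3.26), and it was 3.76 without vector replicate 1.

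The largest decreases were led by ASS1, which makes argininosuccinate for arginine synthesis. ASS1 fell from 59.8 ± 2.82 to 1.93 ± 0.193 CPM (SD, n = 2), a log2 fold change of -4.96 (SE 0.18). The sterol transporter ABCG1 (-4.92), CBS, an enzyme of cysteine synthesis (-3.84), and the inhibin subunit INHBE (-3.82) also fell, as did SMIM14 (-4.21), the transcription factor ETV5 (-3.45) and the anchoring protein AKAP6 (-3.40). LRRN2 (-4.27) and the non-coding RNA LINC01206 (-3.46) fell too, and were -4.92 and -4.12 without HP1γ-OE replicate 2. ROCK1P1 (-3.42) is a pseudogene whose counts are uncertain. Adjusted p in edgeR ran from 0.00125 for ASS1 to 0.00680 for NME1-NME2 over these 20 genes.

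Mitotic genes rose together. Of 42 G2/M and mitotic genes, 38 were higher and 0 lower in HP1γ-OE cells (42 and 0 adjusted over the list alone). Counts for mitosis were 22 and 0 on the TPM scale and 24 to 42 and 0 with 1 library left out. Their median log2 fold change was 1.08 (camera adjusted p = 3.17e-15, and adjusted p = 0.524 with an estimated correlation), and the mitotic cyclin CCNB1 rose by 2.46 (SE 0.14). Replication genes moved less. Of 55, 17 were higher and 1 lower (16 and 1 adjusted over the list alone), with a median of 0.30 (camera adjusted p = 4.43e-04, and adjusted p = 0.524 with an estimated correlation). Counts for replication were 10 and 4 with library totals, 3 and 8 on the TPM scale, 36 and 3 with length and GC offsets and 2 to 39 and 0 to 6 with 1 library left out. On the TPM scale the replication median was -0.16, which is 0.25 relative to all genes, and the list did not pass (adjusted p = 0.221). The helicase subunit MCM5 rose by 1.12 (SE 0.14) and the licensing kinase subunit DBF4 by 0.92 (SE 0.14), while the primase subunit PRIM1 fell by 0.78 (SE 0.13). DBF4 did not pass on the TPM scale (0.91 relative to all genes) or without vector replicate 1 (0.85), and PRIM1 did not pass without vector replicate 1 (-0.79) or vector replicate 2 (-0.75).

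Repair genes moved in both directions. Of 47 homologous recombination genes, 5 were higher and 4 lower (4 and 4 adjusted over the list alone). Counts for homologous recombination were 3 and 10 with library totals, 2 and 9 on the TPM scale, 18 and 5 with length and GC offsets and 2 to 18 and 2 to 20 with 1 library left out. Their median was -0.16 and their mean -0.058, while the list test pointed upward without passing (camera adjusted p = 0.990). The median turned to 0.064 without HP1γ-OE replicate 1, where 18 were higher and 11 lower, and to 0.16 with length and GC offsets, where 18 were higher and 5 lower. Without HP1γ-OE replicate 2 it was -0.19, with 16 higher and 20 lower. These medians relative to all genes were -0.11 here, 0.096, 0.059 and -0.15 in that order. H2AFX, the histone marked at DNA breaks, rose by 1.26 (SE 0.19). BRCA1 fell by 0.88 (SE 0.20) but did not pass without vector replicate 2 (-0.86). With length and GC offsets BRCA1 was -0.48, which is -0.57 relative to all genes, against -0.84 here. End joining genes had 4 of 19 higher and 1 lower (4 and 1 adjusted over the list alone, camera adjusted p = 0.0620), and the list passed without HP1γ-OE replicate 1 (adjusted p = 0.0285), with length and GC offsets (adjusted p = 0.0247), with no filter (adjusted p = 0.0282) and in fry (adjusted p = 0.0368). Counts for end joining were 4 and 2 with library totals, 1 and 2 on the TPM scale, 12 and 1 with length and GC offsets and 1 to 13 and 0 to 6 with 1 library left out. The Ku subunits XRCC6 (0.92, SE 0.14) and XRCC5 (0.73, SE 0.13) passed with all libraries. Neither did so without vector replicate 1 (0.96 for XRCC6 and 0.73 for XRCC5) or vector replicate 2 (0.90 and 0.75), and XRCC5 did not on the TPM scale (0.64 relative to all genes).

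Base excision repair was the repair list that passed. It had 8 of 23 genes higher and 1 lower (10 and 1 adjusted over the list alone), with a median of 0.24 (camera adjusted p = 0.0202, and adjusted p = 0.529 with an estimated correlation). Counts for base excision repair were 2 and 1 with library totals, 1 and 4 on the TPM scale and 1 to 15 and 0 to 1 with 1 library left out. The endonuclease APEX1 rose by 1.02 (SE 0.17). The call was lost with library totals (adjusted p = 0.0958), on the TPM scale (adjusted p = 0.496), with length and GC offsets (adjusted p = 0.0948), among genes with a mean of at least 10 CPM (adjusted p = 0.180), without vector replicate 2 (adjusted p = 0.05504) and without HP1γ-OE replicate 1 (adjusted p = 0.0562). Relative to all genes its median was 0.28 here, 0.28 with library totals, 0.17 on the TPM scale, 0.15 with length and GC offsets, 0.19 without HP1γ-OE replicate 1 and 0.52 without HP1γ-OE replicate 2. Of 21 Fanconi anaemia genes 3 were higher and 3 lower (3 and 2 adjusted over the list alone, camera adjusted p = 0.637). Counts for Fanconi anaemia were 1 and 5 on the TPM scale, 8 and 2 with length and GC offsets and 0 to 8 and 1 to 6 with 1 library left out. Of 19 mismatch repair genes 4 were higher and 2 lower (4 and 2 adjusted over the list alone, camera adjusted p = 0.531), and of 27 nucleotide excision repair genes 6 were higher and 5 lower (6 and 5 adjusted over the list alone, camera adjusted p = 0.299). Counts for mismatch repair were 2 and 4 with library totals, 2 and 4 on the TPM scale, 10 and 4 with length and GC offsets and 0 to 10 and 0 to 6 with 1 library left out. Counts for nucleotide excision repair were 2 and 6 with library totals, 1 and 5 on the TPM scale, 12 and 5 with length and GC offsets and 1 to 14 and 1 to 8 with 1 library left out.

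Genes of protein breakdown and of the mitochondrion were higher in HP1γ-OE cells. Of 49 proteasome genes, 42 were higher and 0 lower (44 and 0 adjusted over the list alone), with a median of 0.92 (camera adjusted p = 3.96e-13, and adjusted p = 0.529 with an estimated correlation). Counts for the proteasome were 25 and 1 on the TPM scale and 22 to 47 and 0 to 1 with 1 library left out. PSMB6, a catalytic subunit, rose by 2.04 (SE 0.20). Of 76 nuclear genes of the respiratory chain, 67 were higher and 0 lower (71 and 0 adjusted over the list alone), with a median of 0.96 (camera adjusted p = 4.24e-15, and adjusted p = 0.529 with an estimated correlation). Counts for the respiratory chain were 34 and 2 on the TPM scale and 38 to 75 and 0 to 1 with 1 library left out. Mitochondrial ribosomal proteins had 63 of 78 higher and 0 lower (69 and 0 adjusted over the list alone), with a median of 0.83 (camera adjusted p = 2.53e-15, and adjusted p = 0.529 with an estimated correlation). Counts for mitochondrial ribosomal proteins were 30 and 1 on the TPM scale and 27 to 76 and 0 with 1 library left out. The complex I subunit NDUFS6 rose by 1.92 (SE 0.20) and MRPL47 by 1.45 (SE 0.15).

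Mitochondrially encoded messenger RNAs were higher for 13 of 13 genes and lower for 0 (13 and 0 adjusted over the list alone), with a median of 1.44 (camera adjusted p = 2.64e-06, and adjusted p = 0.529 with an estimated correlation), beside the higher mitochondrial share of counts in both HP1γ-OE libraries. Counts for mitochondrially encoded messenger RNAs were 10 to 13 and 0 with 1 library left out. Cytosolic ribosomal proteins had 11 of 79 higher and 0 lower (0 and 0 adjusted over the list alone), with a median of 0.43 (camera adjusted p = 2.06e-06, and adjusted p = 0.679 with an estimated correlation). Counts for cytosolic ribosomal proteins were 3 and 0 with library totals, 0 and 16 on the TPM scale, 37 and 2 with length and GC offsets and 1 to 78 and 0 to 5 with 1 library left out. The numbers higher and lower were 52 and 5 without HP1γ-OE replicate 1 and 78 and 0 without HP1γ-OE replicate 2. As a list they did not pass on the TPM scale (adjusted p = 0.375) or in fry (adjusted p = 0.272), and neither mitochondrially encoded messenger RNAs (adjusted p = 0.0542) nor the nuclear respiratory chain genes (adjusted p = 0.0694) passed in fry. The cytosolic ribosomal median relative to all genes was 0.48 here, 0.26 on the TPM scale, 0.24 with length and GC offsets, 0.21 without HP1γ-OE replicate 1 and 0.82 without HP1γ-OE replicate 2. These lists hold short genes, with median lengths of 1470 bases for the proteasome, 863 for the respiratory chain, 1220 for mitochondrial and 778 for cytosolic ribosomal proteins. Across genes, which are not independent replicates, the log2 fold change fell with gene length (Spearman's rho = -0.21). The relation was -0.30 for HP1γ-OE replicate 1 against the vector mean and -0.0873 for HP1γ-OE replicate 2, beside -0.0815 for vector replicate 1 minus vector replicate 2. From the shortest to the longest bin of genes, the median difference ran from 0.12 to -0.11 for HP1γ-OE replicate 2. For vector replicate 1 minus vector replicate 2 it ran from -0.0031 to -0.036, with a highest value of 0.029.

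**Figure D2:**
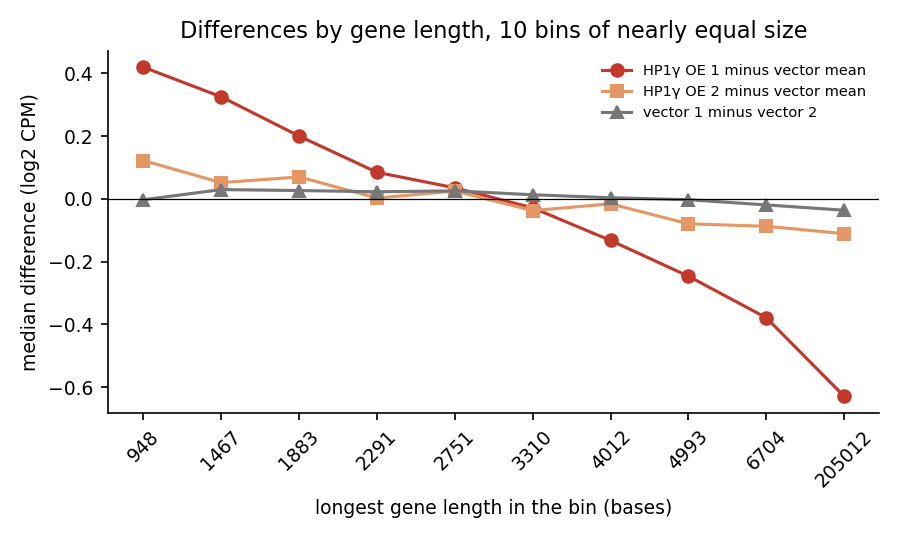
Median difference in log2 CPM (vertical axis) over 10 bins of genes ordered by length in bases (horizontal axis), for each HP1γ-OE library minus the vector mean and for the vector libraries minus each other. HP1γ-OE replicate 1 runs from 0.42 in the shortest bin to -0.63 in the longest, and HP1γ-OE replicate 2 from 0.12 to -0.11. Vector replicate 1 minus vector replicate 2 runs from -0.0031 to -0.036, with a highest value of 0.029.

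Stress and metabolic lists moved in both directions. Of 38 unfolded protein response genes, 2 were higher and 18 lower (2 and 20 adjusted over the list alone), with a median of -0.46 (camera adjusted p = 1.46e-04, and adjusted p = 0.524 with an estimated correlation). Counts for the unfolded protein response were 0 and 33 on the TPM scale and 0 to 5 and 12 to 30 with 1 library left out. CHAC1, which degrades glutathione, fell by 3.34 (SE 0.21), SESN2 by 2.20 and the asparagine synthetase ASNS by 1.97. Heat shock genes had 15 of 21 higher and 1 lower (16 and 1 adjusted over the list alone), with a median of 0.90 (camera adjusted p = 1.30e-05, and adjusted p = 0.524 with an estimated correlation), and the chaperone HSP90AB1 rose by 1.53 (SE 0.14). Counts for heat shock were 10 to 17 and 0 to 2 with 1 library left out. Sterol genes had 17 of 25 higher and 3 lower (20 and 3 adjusted over the list alone), with a median of 0.76 (camera adjusted p = 2.82e-05, and adjusted p = 0.524 with an estimated correlation). Counts for sterol genes were 6 and 3 on the TPM scale and 7 to 21 and 1 to 3 with 1 library left out. Glycolysis genes had 14 of 23 higher and 1 lower (14 and 1 adjusted over the list alone), with a median of 0.84 (camera adjusted p = 1.46e-04, and adjusted p = 0.529 with an estimated correlation), and lactate dehydrogenase LDHA rose by 1.53 (SE 0.14). Counts for glycolysis were 14 and 3 with library totals, 9 and 3 on the TPM scale and 7 to 18 and 0 to 2 with 1 library left out.

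Drug efflux and detoxification genes had 19 of 34 higher and 4 lower (19 and 5 adjusted over the list alone), with a median of 0.57 (camera adjusted p = 3.31e-04, and adjusted p = 0.529 with an estimated correlation). Counts for efflux and detoxification were 12 and 5 with library totals, 7 and 5 on the TPM scale and 7 to 28 and 1 to 5 with 1 library left out. The members that rose with the smallest FDR act in redox control, heme breakdown and glutathione conjugation, namely PRDX1 (1.64, SE 0.17), HMOX1 (1.22, SE 0.17) and GSTP1 (1.39, SE 0.21). The cystine transporter SLC7A11 fell by 2.19 (SE 0.24). The efflux pump ABCB1 fell by 1.88 (SE 0.41), from 1.73 ± 0.147 to 0.473 ± 0.0991 CPM (SD, n = 2), and did not pass without vector replicate 1 (-1.95) or vector replicate 2 (-1.78).

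AP-1 and immediate early genes had 10 of 29 higher and 3 lower (11 and 3 adjusted over the list alone), with a median of 0.49 (camera adjusted p = 0.00462, and adjusted p = 0.529 with an estimated correlation). Counts for AP-1 were 5 and 6 on the TPM scale and 6 to 18 and 2 to 4 with 1 library left out. The AP-1 list did not pass with length and GC offsets (adjusted p = 0.0707) or among genes with a mean of at least 10 CPM (adjusted p = 0.143). With the offsets its median was 0.50. Relative to all genes its median was 0.54 here and 0.40 with the offsets. The transcription factor EGR1 rose by 3.33 (SE 0.29), from a low level of 0.569 ± 0.0889 to 5.76 ± 0.300 CPM (SD, n = 2). Over the settings run, its log2 fold change ranged from 1.21 to 3.50. The phosphatase DUSP1 rose by 1.78 (SE 0.18), while the nuclear receptor NR4A1 fell by 1.47 (SE 0.17). HP1 and heterochromatin factors had 9 of 30 higher and 4 lower (12 and 4 adjusted over the list alone), with a median of 0.36 (camera adjusted p = 0.00578, and adjusted p = 0.524 with an estimated correlation). Counts for heterochromatin were 2 and 3 on the TPM scale, 23 and 4 with length and GC offsets and 3 to 24 and 2 to 6 with 1 library left out. CBX3, the overexpressed gene, is one of the higher members, and without it 8 were higher and 4 lower, with a median of 0.36 (camera adjusted p = 0.0120). Relative to all genes the median of the full list was 0.41 here and 0.37 on the TPM scale, and the list did not pass among genes with a mean of at least 10 CPM (adjusted p = 0.0701). Zinc finger genes of the ZNF series had 32 of 433 higher and 100 lower (30 and 88 adjusted over the list alone), with a median of -0.25 (camera adjusted p = 0.0127, and adjusted p = 0.630 with an estimated correlation). Counts for ZNF genes were 12 and 150 with library totals, 6 and 98 on the TPM scale, 82 and 90 with length and GC offsets and 9 to 72 and 39 to 183 with 1 library left out. That list did not pass without HP1γ-OE replicate 1 (adjusted p = 0.0805), with length and GC offsets (adjusted p = 0.09998) or in fry (adjusted p = 0.0761). Its genes had a median length of 3473 bases, and its median relative to all genes was -0.21 here, -0.11 without HP1γ-OE replicate 1 and -0.16 with the offsets. ZNF117 fell by 2.91 (SE 0.29).

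Lineage and immune lists did not pass in camera as whole lists. Plasma cell genes had 9 of 36 higher and 8 lower (9 and 8 adjusted over the list alone, adjusted p = 0.669), with a median of 0.11 and a mean of -0.0099. The median was 0.099 without HP1γ-OE replicate 1 and turned to -0.052 without HP1γ-OE replicate 2. Relative to all genes these medians were 0.16 here, 0.13 and -0.018 in that order. Counts for plasma cell genes were 5 and 11 on the TPM scale, 16 and 8 with length and GC offsets and 2 to 17 and 5 to 16 with 1 library left out. The cyclin CCND2 rose by 1.54 (SE 0.14), and the surface antigen CD38 fell by 1.12 (SE 0.14). B cell genes had 1 of 15 higher and 5 lower (1 and 5 adjusted over the list alone, adjusted p = 0.285). Counts for B cell genes were 0 and 7 with library totals, 0 and 7 on the TPM scale, 3 and 6 with length and GC offsets and 0 to 4 and 4 to 6 with 1 library left out. Interferon response genes had 4 of 41 higher, among them MX1 (1.54, SE 0.15), and 13 lower, among them OAS3 (-1.63, SE 0.18), with 4 and 15 adjusted over the list alone (adjusted p = 0.285). Counts for interferon response were 9 and 14 with length and GC offsets and 2 to 11 and 6 to 18 with 1 library left out. NF-kB genes had 8 of 34 higher and 6 lower (10 and 7 adjusted over the list alone, adjusted p = 0.333). Counts for NF-kB were 3 and 8 with library totals, 3 and 9 on the TPM scale, 18 and 7 with length and GC offsets and 3 to 19 and 4 to 10 with 1 library left out. MHC class II genes had 1 of 15 higher and 4 lower (1 and 4 adjusted over the list alone, adjusted p = 0.736). Counts for MHC class II were 4 and 3 with length and GC offsets and 1 to 9 and 0 to 5 with 1 library left out. MHC class I genes had 4 of 19 higher and 1 lower (3 and 1 adjusted over the list alone, adjusted p = 0.130), and passed without HP1γ-OE replicate 2 (adjusted p = 0.0115). Counts for MHC class I were 1 and 2 with library totals, 0 and 5 on the TPM scale, 8 and 2 with length and GC offsets and 0 to 13 and 1 to 3 with 1 library left out.

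Regulators of apoptosis had 12 of 38 higher and 8 lower (13 and 9 adjusted over the list alone, camera adjusted p = 0.783), with a median of 0.018 and a mean of -0.062. Relative to all genes the median was 0.064 here, 0.063 with library totals, 0.081 on the TPM scale and 0.11 with length and GC offsets. It was 0.054 without HP1γ-OE replicate 1 and 0.13 without HP1γ-OE replicate 2. Counts for apoptosis regulators were 6 and 12 with library totals, 5 and 13 on the TPM scale and 3 to 17 and 7 to 13 with 1 library left out. The survivin gene BIRC5 rose by 1.38 (SE 0.14), and APAF1, which assembles the apoptosome, fell by 1.35 (SE 0.17). The p53 targets had 7 of 30 higher and 8 lower (8 and 8 adjusted over the list alone, camera adjusted p = 0.791). Counts for p53 targets were 2 and 11 with library totals, 0 and 14 on the TPM scale and 1 to 11 and 4 to 13 with 1 library left out. Markers of epithelial or kidney cells had 1 of 8 higher and 1 lower (1 and 1 adjusted over the list alone, camera adjusted p = 0.637). Counts for epithelial or kidney markers were 0 and 1 on the TPM scale, 2 and 1 with length and GC offsets and 1 to 2 and 0 to 1 with 1 library left out. Markers of other blood or stromal cells had 0 of 8 higher and 2 lower (0 and 2 adjusted over the list alone, camera adjusted p = 0.736). Counts for blood or stromal markers were 0 to 1 and 2 to 3 with 1 library left out. In fry, which does not compare a list with other genes, B cell genes (adjusted p = 0.0368), interferon response genes (adjusted p = 0.0439), apoptosis regulators (adjusted p = 0.0488), p53 targets (adjusted p = 0.0368) and other blood or stromal markers (adjusted p = 0.0368) passed downward, and nucleotide excision repair genes upward (adjusted p = 0.0488).

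**Figure D3:**
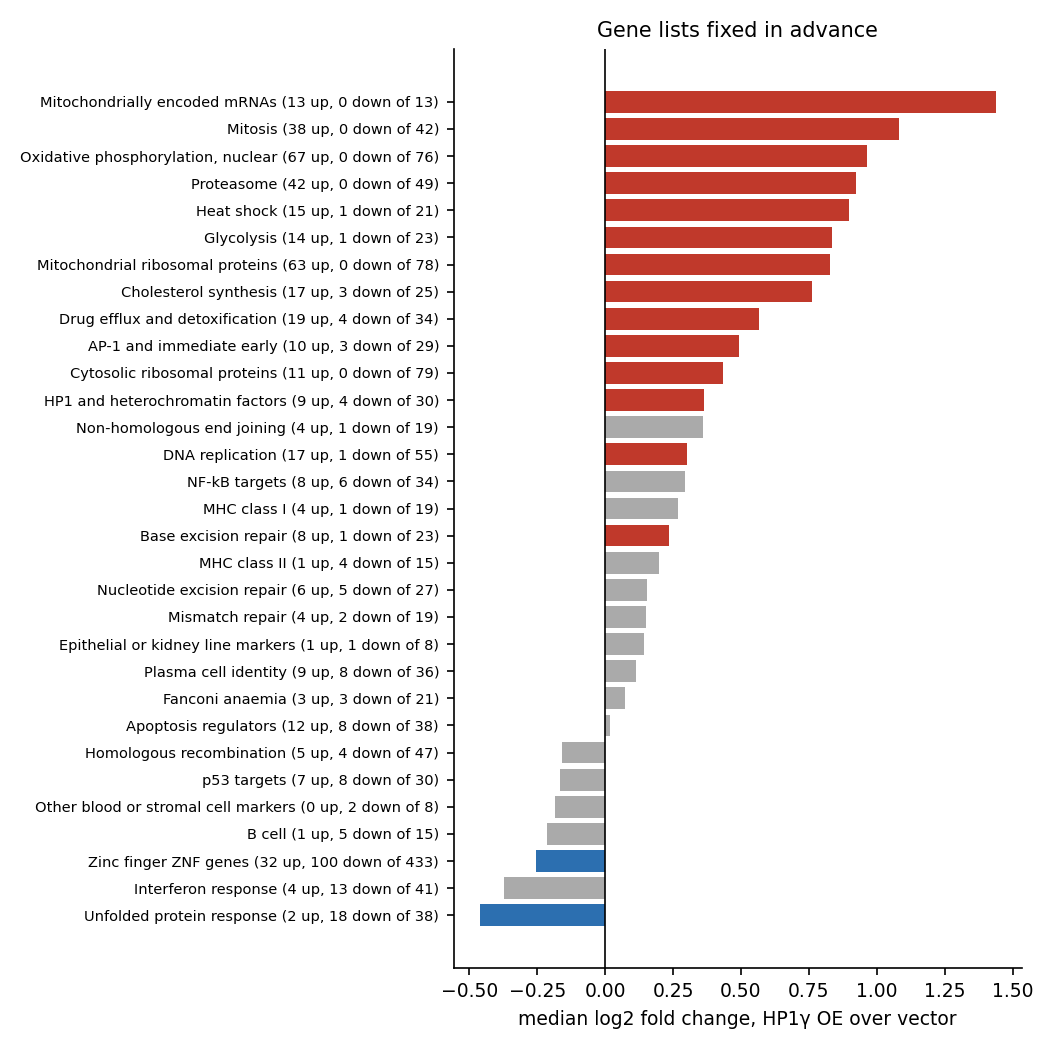
Median log2 fold change, HP1γ-OE over vector (horizontal axis), for the 31 gene lists tested, with red bars for lists that passed camera at an FDR of 0.05 as higher, blue for lower and grey for neither. Labels give the members called higher and lower, bars run from 1.44 for mitochondrially encoded messenger RNAs to -0.46 for the unfolded protein response, and relative to the median of all genes the 2 lists whose median differs in sign on the TPM scale are Fanconi anaemia (0.12 here and -0.0046 on that scale) and plasma cell identity (0.16 and -0.027).

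Pathway annotation in the deposited table was tested for genes changed at least 2-fold. Among the higher genes, 16 of 295 KEGG pathways were enriched by one-sided Fisher's exact test, led by oxidative phosphorylation (54 of 148 genes, adjusted p = 5.88e-19), and including the proteasome (19 of 49 genes, adjusted p = 4.92e-07) and ribosome biogenesis (24 of 94 genes, adjusted p = 3.50e-05). Among the lower genes, 13 were enriched, including ABC transporters (12 of 32 genes, adjusted p = 0.00179) and glycine, serine and threonine metabolism (11 of 35 genes, adjusted p = 0.0117). Pathways of replication, repair and drug resistance did not pass among these higher genes. The study's own KEGG analysis reported enrichment of such classes among its upregulated genes. They were also not among the pathways that passed with library totals or with length and GC offsets. A 2-fold cut can miss small shifts such as that of the replication list (median 0.30). Results for these pathways without that cut are not given here. DNA replication had 3 of 38 genes, homologous recombination 3 of 45 genes and platinum drug resistance 6 of 70 genes, each with an adjusted p of 1. Of 2298 GO processes, 60 were enriched among the higher and 7 among the lower genes. With library totals the numbers were 9 higher and 33 lower KEGG pathways, and 24 higher and 1 lower GO processes. Those 9 included oxidative phosphorylation (31 of 148 genes, adjusted p = 3.17e-10) but neither the proteasome nor ribosome biogenesis. The proteasome and ribosome biogenesis did pass without the 2-fold threshold and with length and GC offsets. Without the 2-fold threshold 8 lower KEGG pathways, 131 higher GO processes and 0 lower GO processes passed, and with length and GC offsets 7 lower KEGG pathways did. Glycine, serine and threonine metabolism was not among those 8 but passed with the offsets (adjusted p = 0.00434). ABC transporters passed in both settings (adjusted p = 0.0173 and 0.0204 in that order).

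The authors' deposited table called 1149 genes higher and 1281 lower. The edgeR fit at the same thresholds shared 1010 higher and 1262 lower calls with it, and 0 went in opposite directions. The log2 fold changes in the authors' deposited table exceeded those of the edgeR fit by a median of 0.056. In the authors' deposited table CD40 had a log2 fold change of -0.82 and JUN one of 0.22, and neither was called. The authors' DESeq2 adjusted p was 0.00758 for CD40, which fell short of a 2-fold change only, and 0.398 for JUN.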

Values the study reported

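The study reported 1149 upregulated and 1281 downregulated genes on HP1γ overexpression. It counted 188 upregulated genes that were also differently bound by HP1γ, and examined 25 of them further.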

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

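The length and GC offsets, the fit without mitochondrial genes, the lists of protein-coding genes and the heterochromatin list without CBX3 were chosen after the data were seen. The alternative pseudocount was meant for data without counts and was not run. CBX3 kept its direction and its call in every alternative run, with log2 fold changes from 1.11 to 1.59. Over the named genes and alternatives, 2186 values kept direction and side of the threshold, 160 lost the call, 17 gained it and 14 turned sign, and over the gene lists the numbers were 521, 37, 10 and 24.

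With 1 library left out, the number of genes past the FDR ranged from 2432 to 10868, and that past the FDR and 2-fold from 2199 to 4238. With 1 library in a group the spread rests on the other pair. With glmTreat 4433 genes passed, since its bound is lower than 2-fold. The replicate block gave 7415 genes. Same-numbered libraries did not deviate together (correlation 0.0665 across genes), so nothing shows that the numbers pair the libraries. With length and GC offsets 8232 genes passed and 61.6% of them were higher. The log2 fold changes in the authors' deposited table exceeded the refit by a median of 0.298 with library totals and 0.493 on the TPM scale.

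On the TPM scale FOS lost its call (0.51), and signs turned for JUN (-0.33), CBX1 (-0.21), HDAC1 (-0.037), HDAC2 (-0.12), MDC1 (-0.12), NBN (-0.12), RFC3 (-0.012), XBP1 (-0.030) and TAP2 (-0.18). With library totals JUN was -0.081. These scalings moved the median of all genes. Relative to it all 14 values that turned sign kept their sign, and 4 others turned, all of TOPBP1, which was 0.019 with all libraries. FOS was 0.92 relative to all genes on the TPM scale. TOPBP1 was 0.009656 with DESeq2 size factors, 0.009704 in the DESeq2 test and 0.30 with length and GC offsets. With 1 library left out, TOPBP1 ranged from -0.29 to 0.26, JUN from 0.029 to 0.38 and CD40 from -1.02 to -0.71. These moves follow from differences between libraries of a group. TOPBP1 was 150 CPM in HP1γ-OE replicate 1 and 230 in replicate 2, around a vector mean of 194. JUN was 163 and 133 CPM in that order, against a vector mean of 132. CD40 was 24.2 CPM in vector replicate 1 and 19.6 in vector replicate 2. What made the libraries differ was not tested.

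With an estimated correlation the adjusted p was 0.524 for mitosis, replication and the unfolded protein response and 0.529 for the proteasome, the respiratory chain and AP-1. These values do not show that correlation removed the calls, since the replication estimate of -0.013 was below the preset 0.01. The respiratory chain had 0.0694 in fry, replication 0.221 on the TPM scale, and AP-1 0.0707 with length and GC offsets and 0.143 among genes with a mean of at least 10 CPM. Relative to all genes the AP-1 median was 0.54 with all libraries and 0.40 with the offsets. The homologous recombination test, upward with all libraries, pointed downward without passing with library totals (0.788), upper-quartile factors (0.791), the DESeq2 test (0.842), TPM (0.496), the 1 CPM filter (0.883), the block (0.964), fry (0.849), the mean of 10 CPM (0.467) and protein-coding genes (0.818), as it did without HP1γ-OE replicate 2 (0.444), and its adjusted p ranged from 0.392 to 0.926 with 1 library left out. On the TPM scale Fanconi anaemia (0.931), mismatch repair (0.924), MHC class I (0.924) and MHC class II (0.598) also turned. Among genes with a mean of at least 10 CPM so did Fanconi anaemia (0.935), plasma cells (0.935) and apoptosis (0.847). Apoptosis also turned in the DESeq2 test (0.958), among protein-coding genes (0.994) and in fry (0.0488, past the threshold). Other blood or stromal markers turned with no filter (0.667) and among protein-coding genes (0.994). MHC class II turned without HP1γ-OE replicate 1 (0.911) and p53 targets without vector replicate 1 (0.963), and with 1 library left out they ranged from 0.295 to 0.911 and from 0.807 to 0.963. The cause was not tested.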

Other observations

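All tests of explanations in this part, and its 2 gene lists, were chosen after the results they bear on had been seen. Adjusted p-values of these 2 lists were adjusted over the 2 alone, and those of the fixed lists over 31. The adjusted p-values of the 2 sets, also those with an estimated correlation, therefore cannot be compared. Genes induced by the transcription factor ATF4 when amino acids run short were lower in HP1γ-OE cells. Of 46 such genes, 37 were lower and 2 higher (27 to 43 and 1 to 2 with 1 library left out), with a median log2 fold change of -1.06 (camera adjusted p = 3.15e-12, and adjusted p = 0.0499 with an estimated correlation). PCK2, a mitochondrial enzyme, fell by 3.14 (SE 0.17) and the serine synthesis enzyme PSAT1 by 2.02 (SE 0.13), while the transcription factor ATF5 rose by 1.32 (SE 0.17). Of 22 chaperones and degradation factors of the endoplasmic reticulum, 6 were lower and 1 higher (14 and 0 with library totals, 20 and 0 on the TPM scale and 3 to 17 and 0 to 4 with 1 library left out), with a median of -0.22 (camera adjusted p = 0.0185, and adjusted p = 0.175 with an estimated correlation). That list did not pass without vector replicate 1 (adjusted p = 0.125), vector replicate 2 (adjusted p = 0.0870) or HP1γ-OE replicate 2 (adjusted p = 0.134). Its adjusted p was 0.00165 without HP1γ-OE replicate 1, where 17 were lower and 2 higher, 0.00763 with library totals, 0.00116 on the TPM scale and 0.00488 with length and GC offsets.

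Long non-coding RNAs had a median log2 fold change of -0.43, with 143 of 2052 higher and 492 lower, while the median of protein-coding genes was 0.0085. Relative to all genes the median was 0.20 on chromosome 19 and -0.18 on chromosome 4, and 0.038 and -0.091 after length and GC offsets. It was 0.20 on chromosome 16 and 0.16 on chromosome 20, and 0.092 and 0.12 after the offsets. The study took CD40 and JUN forward from the genes it counted as upregulated with HP1γ. In this comparison CD40 was lower, at a log2 fold change of -0.88, and JUN was not called. The study also measured these genes by quantitative PCR in HP1γ-overexpressing cells and described them as upregulated there, data not analysed here.

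The fall of ATF4 targets is not accounted for by the length and GC trend as measured, since after offsets their median relative to all genes was -1.115 (bootstrap interval over genes -1.50 to -0.855). Without HP1γ-OE replicate 1 it was -1.082, which argues against that library alone. The chaperone list had a relative median of -0.172 (-0.455 to -0.0830), which argues against a fall of that size in all endoplasmic reticulum stress genes, and it was -0.29 without HP1γ-OE replicate 1, -0.072 without HP1γ-OE replicate 2, -0.26 with the offsets and -0.30 on the TPM scale. The labels give no culture state, so amino acid supply or density at harvest cannot be told apart from an effect of HP1γ. The HP1γ-OE libraries differed in these genes by a median of 0.06, which does not bear on a condition that both shared.

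The rise of mitotic, proteasome and respiratory chain genes held after the length and GC offsets, with relative medians of 1.199 for mitosis, 0.883 for the proteasome and 0.699 for the respiratory chain, the last down from 1.01, which argues against that trend as the whole cause. Without HP1γ-OE replicate 1 the smallest of the 3 was 0.718, in the respiratory chain, which argues against that library alone. The replication list had a relative median of 0.348, but growth state at harvest is not recorded and cannot be told apart from an effect of HP1γ. The study reported that HP1γ overexpression raised proliferation of myeloma cells, with active S and G2 phases, in data not analysed here.

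Long transcripts were lower and short ones higher in HP1γ-OE cells. The same trend separated the HP1γ-OE libraries from each other (Spearman's rho across genes -0.47 for replicate 1 minus replicate 2), although their CBX3 levels were 704 and 677 CPM. A difference in RNA integrity, fragment size or library preparation is a candidate explanation, and the files do not separate these. HP1γ-OE replicate 2 had a rho of -0.0873 against the vector mean, beside -0.0815 between the vector libraries. From the shortest to the longest length bin, its median difference ran from 0.12 to -0.11. That of vector replicate 1 minus vector replicate 2 ran from -0.0031 to -0.036, with a highest value of 0.029. As 1 library, HP1γ-OE replicate 2 leaves open whether HP1γ adds to the trend.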
